A study of Mus musculus with 2 samples. Its data were reported in "Redistribution of H3K27me3 upon DNA hypomethylation results in de-repression of Polycomb target genes" (2013).

How the data were processed

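Methylation of single CpGs came from an extended form of reduced-representation bisulfite sequencing (RRBS), in which genomic DNA is cut with restriction enzymes, a range of fragment sizes is kept, and bisulfite converts unmethylated cytosine to uracil before sequencing, so that a cytosine that is still read as cytosine counts as methylated. The samples were mouse embryonic fibroblasts (MEFs) of 2 genotypes, Dnmt1+/+ and Dnmt1-/-, with 1 library each, grouped by the genotype in their labels. Dnmt1 encodes the methyltransferase that copies CpG methylation to the new strand after replication, and both lines also lack trp53. The paper describes the Dnmt1-/- line as homozygous for a hypomorphic allele, one of reduced function, so some Dnmt1 activity may remain.

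Upstream of the deposited table, a sequencing provider carried out quality control, read processing and mapping to the mm9 (NCBIM37) build of the mouse genome; the aligner and the conversion rate are not stated. The deposited depth is a count of methylation calls at each CpG. The authors applied a minimum of 10 calls in both libraries before making the table. The authors' percent values give methylated calls as a share of all calls at that CpG. All 1790826 listed positions fell on a CG in the NCBIM37 sequence, no position occurred more than once, and both strands of a CpG were merged. Percent multiplied by depth gave a whole number at 100% of CpGs in both libraries, which returned the methylated calls used in the tests. The lowest depth in the table was 10.

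Each CpG was counted once in means and shares. Low and high methylation were set at 20% or less and 80% or more. CpGs were compared by a two-sided Fisher's exact test on methylated and unmethylated calls, with Benjamini-Hochberg adjustment over all CpGs and a threshold of 0.05. This test compares the 2 libraries and not the genotypes, because no genotype had a second library. The test was checked on 50000 simulated CpGs with the real depths: among 5000 changed from 90% to 40% it called 79.7%, and it called 0.144% of the unchanged CpGs. A smaller share of CpGs changed in the simulation than was called in the data, so the 0.144% need not hold there. Non-overlapping 1 kb tiles with at least 5 CpGs were described by the mean of their CpGs, and a difference of 25 percentage points counted as a change. No p-value was taken across CpGs of a tile, since they share reads. CpGs were assigned to promoters (within 1 kb of an annotated transcription start), then exons, introns or intergenic sequence with the GENCODE vM1 annotation of the same build. Neighbouring CpGs were compared by Pearson's r between consecutive measured CpGs. Coordinates are 1-based on NCBIM37.

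The sites named in the text followed a rule written before the data were examined: among tiles with at least 20 CpGs, the 3 with the largest fall, the 3 with the largest rise, and the 3 with the highest Dnmt1-/- mean among those at 80% or more in Dnmt1+/+. Genes came from lists written at the same time: the Hox genes, 7 genes that the study discusses, 10 imprinted genes and 6 germline genes, each read within 1 kb of the gene's start. The result for 1 listed gene is not reported here. Genes near the named tiles are given only to place them. The alternatives fixed before the data were examined were a depth of at least 20 or at least 5, pooling of calls, removal of CpGs above the 99th percentile of depth, autosomes only, limits of 10% and 90%, thinning to 10 calls, an adjusted p under 0.01, a minimum difference of 25 points per CpG, tiles of 500 bp or 5 kb or with at least 10 CpGs, a tile difference of 50 points, and promoters of 500 bp either side. Leaving out or rescaling the CpGs that lie in CCGG or TCGA was added after the data had been seen, and the remaining CpGs are called other CpGs.

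Precision was set by depth. The median depth was 29 calls in Dnmt1+/+ and 30 in Dnmt1-/-, so that a CpG with 0 methylated calls at those depths allows up to 10.3% and 10.0% methylation (3 calls), and up to 30% at a depth of 10. Intervals are 95% Wilson intervals on calls, except those on shares of low and high CpGs, which take CpGs as the units and are too narrow where neighbouring CpGs share reads. Intervals and 0-call limits cover counting error only, because PCR reads without molecular identifiers are not independent molecules. The work used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9. The histone modification and expression data of the study were not analysed here.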

Results

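To measure how far CpG methylation falls when the maintenance methyltransferase is impaired, the methylation of single CpGs was compared between Dnmt1+/+ and Dnmt1-/- MEFs, fibroblasts grown from mouse embryos. The design had 1 library per genotype and no replicates, so differences are given between libraries, with counting error only. The table held 1790826 CpGs on 21 chromosomes, 8.39% of the 21342492 CpGs of those chromosomes. The Dnmt1+/+ library contributed 74636195 methylation calls and the Dnmt1-/- library 78401157. Median depth per CpG was 29 calls in Dnmt1+/+ (quartiles 19 and 50) and 30 in Dnmt1-/- (quartiles 19 and 52). When a depth of at least 20 was required in each library, 1160102 CpGs were left.

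Mean methylation over all CpGs was 61.8% in Dnmt1+/+ and 33.8% in Dnmt1-/-, a difference of 28.0 percentage points, so that the Dnmt1-/- mean was 54.7% of the Dnmt1+/+ mean. The median CpG was at 82.4% in Dnmt1+/+ and at 29.0% in Dnmt1-/-. Leaving out CpGs in CCGG or TCGA lowered both means: the other CpGs averaged 45.0% in Dnmt1+/+ and 15.1% in Dnmt1-/-, or 33.6% of the Dnmt1+/+ mean, with a difference of 29.9 points between libraries. The alternative that moved this ratio most rescaled the values at those CpGs from 50-100% to 0-100% and gave 27.2%. With all calls pooled, methylation was 48.6% in Dnmt1+/+ (95% Wilson interval 48.6 to 48.7%) and 28.0% in Dnmt1-/- (28.0 to 28.0%).

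CpGs in CCGG or TCGA made up 794762 of the measured CpGs, 44.4%, against 14% of the CpGs in the genome. CCGG and TCGA are the recognition sequences of MspI and TaqI, enzymes that can be used to cut DNA for RRBS. These CpGs averaged 82.8% in Dnmt1+/+ and 57.1% in Dnmt1-/-, well above the other CpGs in both libraries. In 1 kb tiles whose other CpGs averaged under 5%, the CpGs in CCGG or TCGA still read 52.1% in Dnmt1+/+ (85439 CpGs) and 52.0% in Dnmt1-/- (117507 CpGs). Where the other CpGs of the tile were at 80% or more, they read 93.6% in Dnmt1+/+, against 92.3% for the other CpGs, and 76.2% in Dnmt1-/-, below the 84.3% of the other CpGs. The latter values come from 528 CpGs in CCGG or TCGA. In promoter CpGs with at least 20 CpGs within 100 bp on either side, the 14 remaining combinations of bases around the CG averaged between 3.10% and 3.89% in Dnmt1+/+, whereas CCGG averaged 52.0% and TCGA 52.6%. In Dnmt1-/- the corresponding values were 1.75% to 2.16% for the 14 combinations, 52.0% for CCGG and 52.3% for TCGA. Most genome-wide values are therefore given below both with and without these CpGs. Values at single promoters are mostly given at other CpGs alone.

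**Figure D1:**
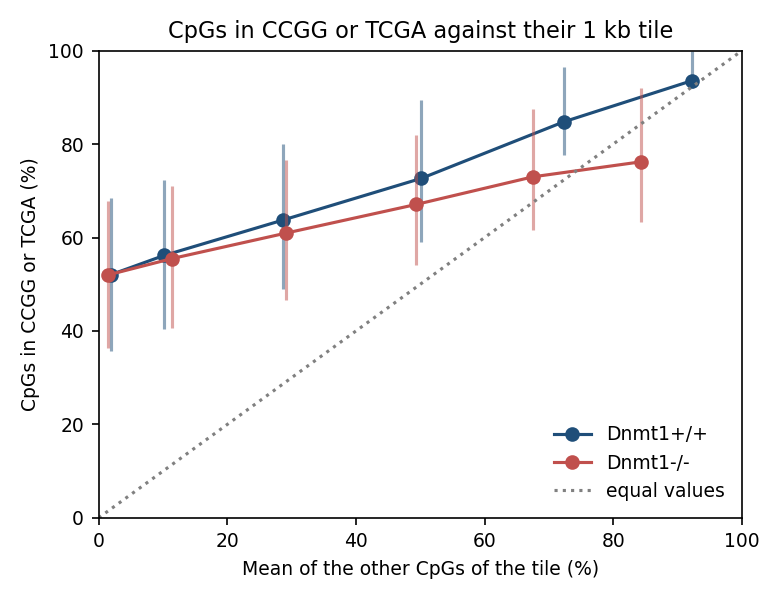
Methylation of CpGs in CCGG or TCGA (y axis, percent) against the mean of the other CpGs of the same 1 kb tile (x axis, percent), in 6 classes of that mean, for each library. Points are means, vertical lines span the quartiles of the CpGs, and the dotted line marks equal values; both libraries start near 52% at unmethylated tiles.

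The distribution of CpG methylation also differed between the libraries. In Dnmt1+/+, 27.5% of CpGs were at 20% or less (interval over CpGs 27.4 to 27.6%) and 52.3% at 80% or more (52.3 to 52.4%). In Dnmt1-/-, 44.2% were at 20% or less (44.1 to 44.3%) and 9.88% at 80% or more (9.84 to 9.92%). Among other CpGs, the low class rose from 48.2% in Dnmt1+/+ to 73.9% in Dnmt1-/-, and the high class fell from 37.9% to 2.46%. Of the other CpGs, 14% had only methylated calls in Dnmt1+/+ and 0.148% in Dnmt1-/-.

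**Figure D2:**
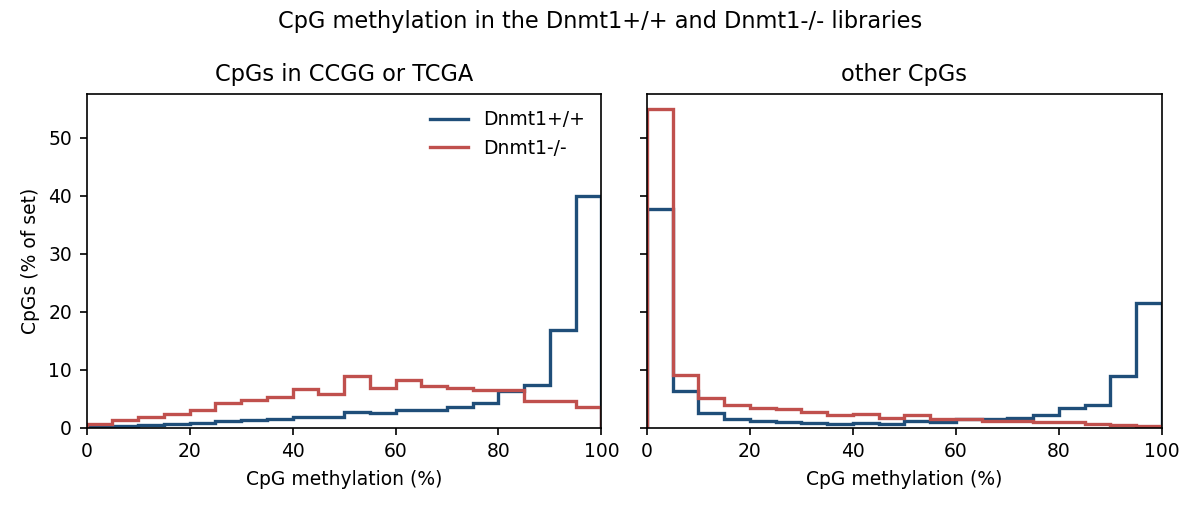
Share of CpGs (y axis, percent of the set) by methylation in steps of 5 percentage points (x axis, percent), for CpGs in CCGG or TCGA (left) and other CpGs (right), with 1 line per library. Other CpGs fall into a low and a high class in Dnmt1+/+ (48.2% and 37.9% of them) and lie mostly in the low class in Dnmt1-/- (73.9%), whereas CpGs in CCGG or TCGA centre near 57.1% in Dnmt1-/-.

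Fisher's exact test with Benjamini-Hochberg adjustment called 782558 CpGs lower in the Dnmt1-/- library at an adjusted p under 0.05, 43.7% of those tested, with a median change of -54.8 points. It called 8273 CpGs higher, 0.462% of those tested, with a median change of 26.5 points. The count most affected by a setting was the higher one, which was 617 when each CpG was thinned to 10 calls. Other CpGs accounted for 440006 of the lower calls and 6324 of the higher calls. Of the other CpGs at 80% or more in Dnmt1+/+, 88.2% were called lower.

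The methylation left in Dnmt1-/- depended on the level in Dnmt1+/+. CpGs at 20% or less in Dnmt1+/+ averaged 2.49% in Dnmt1-/-. Those between the limits averaged 34.4% and those at 80% or more averaged 50%. For other CpGs the corresponding means were 2.06%, 14.6% and 32%. The 377268 other CpGs in the highest class were widely spread in Dnmt1-/-, with a median of 26.3% and quartiles of 9.09% and 50%. In this class 42.9% had fallen to 20% or less, and 6.26% were still at 80% or more.

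Of 102408 tiles of 1 kb with at least 5 CpGs, 70617 (69.0%) were lower in Dnmt1-/- by 25 points or more and 134 (0.131%) were higher by as much. Requiring a difference of 50 points lowered these counts to 30517 and 7. With other CpGs alone, 45503 tiles had at least 5 CpGs, of which 21867 were lower and 152 higher. Of the 134 higher tiles, 119 had at least 5 other CpGs, and in each of those 119 the other CpGs were higher by 25 points or more too.

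The largest falls among the 13862 tiles with at least 20 CpGs lay in gene bodies and overlapped exons. On chromosome 17, positions 34048001 to 34049000 within Daxx fell from 95.7% to 12.0% over 21 CpGs (962 calls in Dnmt1+/+ and 1024 in Dnmt1-/-), and its 16 other CpGs fell from 94.7% to 0.594%. On chromosome 9, positions 20699001 to 20700000 within Eif3g fell from 97.0% to 14.4% over 20 CpGs (993 and 1539 calls). The 15 other CpGs of this tile went from 97.2% to 2.33%. On chromosome 10, positions 80606001 to 80607000 within Zbtb7a fell from 96.8% to 15.5% over 31 CpGs (1356 and 965 calls), with 96.6% and 9.54% at its 26 other CpGs.

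The 3 largest rises among the tiles with at least 20 CpGs lay near Foxc1 and within Hoxc4 and Hoxb3. On chromosome 13, positions 31903001 to 31904000 rose from 13.4% to 65.9% over 76 CpGs (3066 and 2226 calls). This tile is intergenic, 5.0 kb from the start of Foxc1. Its 64 other CpGs went from 5.10% to 63.4%, with intervals on their pooled calls of 3.94 to 5.64% in Dnmt1+/+ and 61.1 to 65.7% in Dnmt1-/-. On chromosome 15, positions 102865001 to 102866000, which overlap an exon of Hoxc4 16.1 kb from its start, rose from 15.4% to 66.3% over 28 CpGs (1641 and 1145 calls). The 20 other CpGs there rose from 4.67% to 61.9% (pooled intervals 5.51 to 8.38% and 62.1 to 68.6%). On chromosome 11, positions 96194001 to 96195000 in an intron of Hoxb3 rose from 17.7% to 62.8% over 21 CpGs (1287 and 708 calls), and its 15 other CpGs from 4.07% to 60.6% (pooled intervals 3.47 to 6.08% and 54.2 to 62.6%). Each of these differences exceeded the counting error, and none had a replicate library.

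The highest Dnmt1-/- means among the 757 tiles at 80% or more in Dnmt1+/+ were found in exon-containing tiles of Arid1b, Fat1 and Ctu1. Positions 5342001 to 5343000 on chromosome 17, in Arid1b, kept 81.6% in Dnmt1-/- against 97.9% in Dnmt1+/+ over 28 CpGs (1484 and 2001 calls), and 80.8% against 97.9% at the 21 other CpGs. Positions 46037001 to 46038000 on chromosome 8, in Fat1, kept 80.1% against 97.9% over 32 CpGs (548 and 521 calls), and 77.3% at 24 other CpGs. Positions 50930001 to 50931000 on chromosome 7, in Ctu1, kept 79.7% against 97.0% over 21 CpGs (449 and 519 calls), and 77.8% at 18 other CpGs. The median Dnmt1-/- mean of the 757 tiles was 45.7%.

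Methylation was next compared by position relative to genes. Promoter CpGs averaged 25.1% in Dnmt1+/+ and 17.4% in Dnmt1-/-, while the other CpGs among them averaged 12.2% and 5.0%. Exonic CpGs averaged 79.8% and 43.0% (73.4% and 31.3% for other CpGs). Intronic CpGs averaged 84.4% and 46.0% (77.9% and 27.8% for other CpGs). Intergenic CpGs averaged 80.7% and 40.3% (73.5% and 19.3% for other CpGs). Among other CpGs, the Dnmt1-/- mean as a percentage of the Dnmt1+/+ mean was lowest in intergenic sequence, at 26.3%, against 35.6% in introns, 41.0% in promoters and 42.7% in exons. With promoters of 500 bp either side, promoters were above exons, at 43.4% and 42.4%.

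Hox genes encode developmental transcription factors in 4 clusters and were among the genes the study examined. Of 38 Hox genes analysed here, 31 had at least 5 other CpGs within 1 kb of the start. The other CpGs were higher in Dnmt1-/- by at least 10 points at 8 of these promoters, lower by at least 10 points at 2, and within 10 points at 21. At Hoxa2 (chromosome 6, start at 52115412), methylation of 5 other CpGs rose from 20.4% to 70.7% (426 and 480 calls). At Hoxa5 (chromosome 6, 52154586), 75 other CpGs rose from 3.75% to 34.6% (4928 and 6271 calls). At Hoxb4 (chromosome 11, 96177998), 7 other CpGs rose from 11.1% to 72.0% (189 and 161 calls). At Hoxd12 (chromosome 2, 74512986), 33 other CpGs rose from 20.4% to 58.1% (1566 and 1146 calls). Hoxb2, Hoxb5, Hoxc5 and Hoxd10 were also higher by at least 10 points. Other promoters of the same clusters were low in both libraries, such as Hoxa13 (chromosome 6, 52210874; 7.41% and 0.688% at 46 other CpGs) and Hoxb9 (chromosome 11, 96132771; 5.80% and 0.656% at 47 other CpGs). With all CpGs, the direction of the small differences at Hoxa6 and Hoxc9 depended on the width of the promoter.

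**Figure D3:**
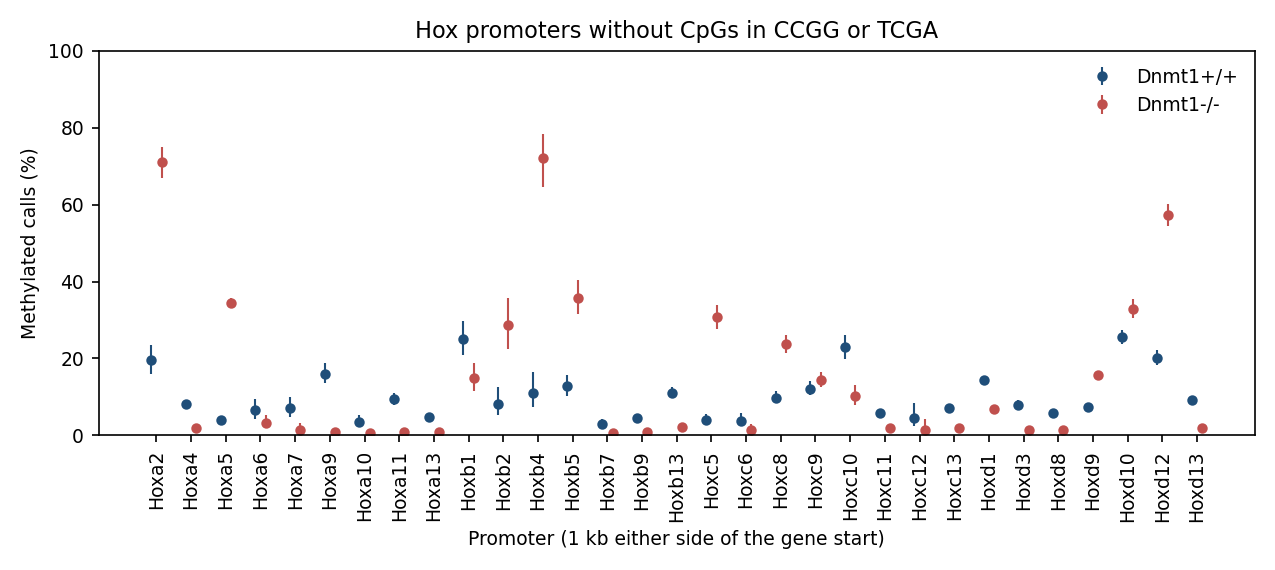
Methylated calls (y axis, percent of calls pooled over other CpGs) within 1 kb of the start of each of 31 Hox genes (x axis), for each library; vertical lines are 95% Wilson intervals on calls. Hoxa2, Hoxb4 and Hoxd12 show the highest Dnmt1-/- values, and most remaining promoters are lower in Dnmt1-/- than in Dnmt1+/+.

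Imprinted and germline genes, whose promoters carry methylation in somatic cells, were lower in Dnmt1-/-. At Plagl1 (chromosome 10, start at 12810497), 32 other CpGs fell from 50.4% to 0.899%, and at H19 (chromosome 7, 149764048), 10 other CpGs fell from 47.3% to 1.22%. Nnat (chromosome 2, 157385814) retained the most of the 6 imprinted promoters with at least 5 other CpGs, with 43.9% in Dnmt1+/+ and 33.2% in Dnmt1-/- at 32 CpGs. Snrpn and Mest had 0 measured CpGs in this window. The 6 germline promoters ranged from 52.6% to 97.3% in Dnmt1+/+ and from 7.34% to 38.2% in Dnmt1-/- at other CpGs. Tex19.1 (chromosome 11, 121007457) had the lowest of these Dnmt1-/- values and Sycp3 (chromosome 10, 87922314) the highest. The highest rank depended on the width of the promoter. With 500 bp either side, other CpGs of Dazl read 44.2% in Dnmt1-/-, above Sycp3 at 38.2%. In Dnmt1+/+, Dazl read 85.8% with this width and 52.6% with 1 kb. Of the 7 genes discussed in the study, 5 had at least 5 other CpGs, and of these 5 only Wnt10a changed by 10 points or more, from 12.6% to 2.19%. Pcdhb18 (chromosome 18, 37649119) had only 2 CpGs in this window, of which 1 lies in CCGG or TCGA, and they fell from 83.7% to 20.7% (138 and 139 calls). The study examined a CpG-rich region inside this gene, and its overlap with this window was not checked. Actb (chromosome 5, 143668433), a gene expressed in most cells, had 2.01% in Dnmt1+/+ and 0.970% in Dnmt1-/- at 51 other CpGs.

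Methylation was lower in Dnmt1-/- on every chromosome. Autosomal means ranged from 57.2% on chromosome 7 to 65.1% on chromosome 18 in Dnmt1+/+, and from 31.4% to 36.1% on the same chromosomes in Dnmt1-/-. The Dnmt1-/- mean was between 53.4% and 55.8% of the Dnmt1+/+ mean on the 19 autosomes, and 52.8% on chromosome X. For other CpGs it was between 31.1% and 35.9% on autosomes and 30.0% on chromosome X. Chromosome Y had 71 measured CpGs.

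The correlation of consecutive CpGs was compared by distance. For CpGs 6 to 10 bp apart, Pearson's r was 0.83 in Dnmt1+/+ and 0.41 in Dnmt1-/-, and at 101 to 200 bp it was 0.62 and -0.0030. Without CpGs in CCGG or TCGA the values were 0.97 and 0.89 at 6 to 10 bp, and 0.88 and 0.57 at 101 to 200 bp. At 1001 to 5000 bp the order was the opposite in this set, with 0.10 in Dnmt1+/+ and 0.25 in Dnmt1-/-. These correlations are across CpGs, which are not independent replicates, and were computed for 10 classes of distance.

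**Figure D4:**
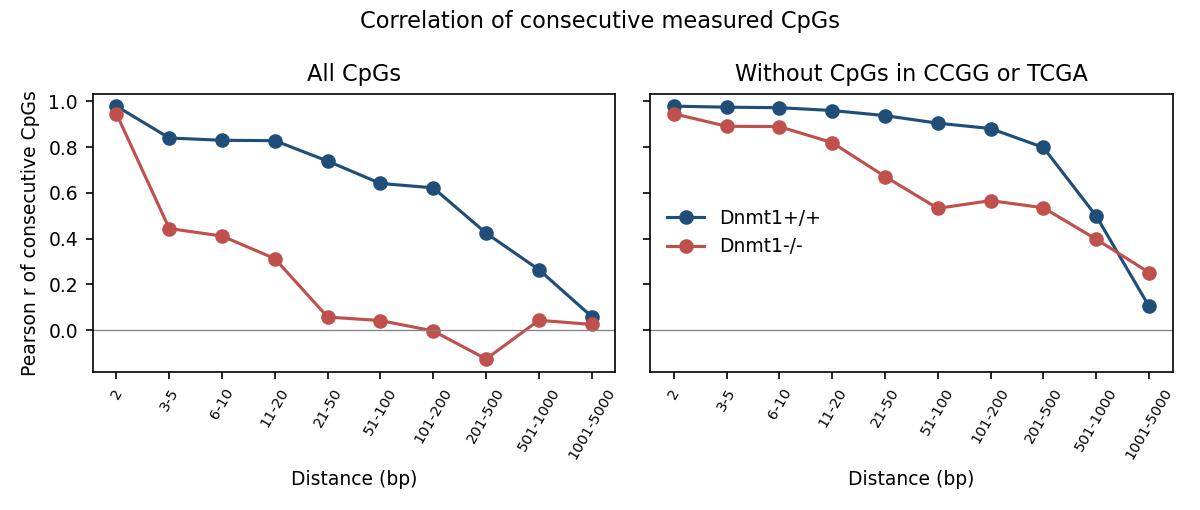
Pearson's r of methylation between consecutive measured CpGs (y axis, no unit) by their distance (x axis, bp), for all CpGs (left) and without CpGs in CCGG or TCGA (right), with 1 line per library. At 101 to 200 bp the Dnmt1-/- value is -0.0030 on the left and 0.57 on the right.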

Values the study reported

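The study kept CpGs with at least 10 reads in each condition and reported a median depth above 26 reads at these CpGs. By high performance liquid chromatography, it reported that Dnmt1-/- MEFs kept less than 20% of the methylated cytosine of control cells.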

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

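Leaving out or rescaling the CpGs in CCGG or TCGA was chosen after the data had been seen; the remaining alternatives were set before the data were examined. Mean methylation stayed lower in Dnmt1-/- under the 6 alternatives run for the mean, and lower calls outnumbered higher calls under the 6 run for the calls. Because there was 1 library per genotype, values were compared with counting error, which is small at these depths, and no alternative tests the spread between libraries of a genotype. CpGs with a depth of at least 5 could not be added since the table starts at a depth of 10, and merging strands had no effect to measure since they were merged already. No paired analysis was possible because each genotype had 1 library and no replicate numbers.

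Without CpGs in CCGG or TCGA, 996064 CpGs were left, with means of 45.0% in Dnmt1+/+ and 15.1% in Dnmt1-/-, a ratio of 33.6%. Low and high CpGs made up 48.2% and 37.9% in Dnmt1+/+, and 73.9% and 2.46% in Dnmt1-/-. Lower calls came to 440292 with p-values adjusted within this set. Dnmt1-/- means by Dnmt1+/+ class, from low to high, were 2.06%, 14.6% and 32%. Tiles compared numbered 45503, of which 21867 were lower. Neighbour correlations in Dnmt1+/+ and Dnmt1-/- were 0.97 and 0.89 at 6 to 10 bp, 0.94 and 0.67 at 21 to 50 bp, and 0.88 and 0.57 at 101 to 200 bp. Means in Dnmt1+/+ and Dnmt1-/- were 12.2% and 5.0% in promoters, 73.4% and 31.3% in exons, 77.9% and 27.8% in introns, and 73.5% and 19.3% in intergenic sequence. Autosomal means ran from 40.3% to 48.7% in Dnmt1+/+ and from 13.5% to 17.4% in Dnmt1-/-. The counts fell in part because fewer CpGs entered; how much of the remaining change comes from the raised values at these CpGs and how much from where they lie was not tested. Rescaling them from 50-100% to 0-100% gave means of 54.2% and 14.8%, a ratio of 27.2%. In this rescaling, values under 50% became negative and were kept so.

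A depth of at least 20 left 1160102 CpGs, with means of 54.3% in Dnmt1+/+ and 31.0% in Dnmt1-/- and a ratio of 57.1%. Low and high CpGs made up 35.3% and 44.6% in Dnmt1+/+, and 48.5% and 8.33% in Dnmt1-/-. Lower calls came to 490325, and Dnmt1-/- means by class were 2.35%, 37.1% and 51%. Of 61431 tiles, 34793 were lower. Neighbour correlations in Dnmt1+/+ and Dnmt1-/- were 0.80 and 0.39 at 6 to 10 bp, 0.76 and 0.10 at 21 to 50 bp, and 0.69 and 0.10 at 101 to 200 bp. Fewer CpGs entered the counts. The share of lower tiles was smaller as well, and the cause of this and of the changes in means and correlations was not tested.

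Weighting by depth gave 48.6% and 28.0%, a ratio of 57.6%. Leaving out CpGs above the 99th percentile of depth gave 62.5% and 34.2%. On autosomes only, the Dnmt1+/+ mean was 61.8%, less than 0.1 points from the value for all chromosomes, and the ratio was 54.7%. Limits of 10% and 90% put 24.8% of CpGs in the low and 42.1% in the high class in Dnmt1+/+, and 37% and 4.08% in Dnmt1-/-. With these limits, Dnmt1-/- means were 1.73% in the low and 52.1% in the high Dnmt1+/+ class. Thinning to 10 calls gave 28.7% low and 55.0% high in Dnmt1+/+, and 48.4% low and 14.6% high in Dnmt1-/-. It left 298141 lower and 617 higher calls, as fewer calls give less power. Higher calls came to 4588 at an adjusted p under 0.01 and to 4484 with a difference of at least 25 points. Of 32231 tiles with at least 10 CpGs, 11128 were lower, a smaller share than with at least 5 CpGs, and the cause was not tested. A limit of 50 points left 30517 lower and 7 higher tiles by construction. With 5 kb tiles, 47 were higher, and the cause was not tested. With promoters of 500 bp either side, means in Dnmt1+/+ and Dnmt1-/- were 21.5% and 15.6% in promoters, 73.1% and 39.8% in exons, 79.3% and 43.6% in introns, and 79.4% and 39.8% in intergenic sequence, since the outer promoter CpGs move to the other classes.

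Among single promoters, the narrower window reversed the sign at 2 of 45, with changes of 2.55 points at Hoxa6 and 0.450 points at Hoxc9, and the intervals of the libraries overlapped at each. It moved 9 others beyond counting error in the same direction. Leaving out CpGs in CCGG or TCGA reversed none of 48 promoters and moved 11. The 9 named tiles kept their direction without these CpGs and at a depth of at least 20, with 6 and 3 of them moved.

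Depth limits the calls at single CpGs. Equal depth at every CpG took the lower calls from 782558 to 298141 and the higher calls from 8273 to 617, so these counts describe the CpGs detectable at the depth of these libraries. The adjustment does not bound the share of false calls among the higher ones.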

Other observations

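All tests in this part were chosen after the pattern they address had been seen; those on flanking bases were fixed before their own result was computed. The paragraphs give hypotheses found and tested on the same 2 libraries.

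CpGs in CCGG or TCGA read far above their surroundings in unmethylated tiles, and below them in Dnmt1-/- where the other CpGs were at 80% or more (76.2% against 84.3%). A candidate explanation is the preparation of the fragments: if the ends left by the enzymes are filled in with cytosines that resist conversion, about 50% of calls at an unmethylated site would read as methylated. In tiles whose other CpGs were under 5%, these CpGs averaged 52.1% in Dnmt1+/+ and 52.0% in Dnmt1-/-. The equal level argues against methylation of these sequences that Dnmt1 keeps up, since other CpGs lost most of theirs. Incomplete conversion would raise every sequence, but the highest of the 14 remaining contexts in dense promoters was 3.89% in Dnmt1+/+. Low CpG density is argued against as well, as the gap to other CpGs was 48.1 points in Dnmt1+/+ among CpGs with at least 20 CpGs within 100 bp on either side. The explanation leaves part of the data open. It asks for a slope of 0.5 against the other CpGs of the tile, and the fitted slope was 0.459 in Dnmt1+/+ (intercept 51.2%) and 0.316 in Dnmt1-/- (intercept 51.6%). Whether true methylation at these sites is lower than that of their neighbours in Dnmt1-/- was not tested. The protocol's treatment of fragment ends was not examined.

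The Dnmt1-/- mean here was 54.7% of the Dnmt1+/+ mean with all CpGs, 33.6% without CpGs in CCGG or TCGA, and 27.2% with these CpGs rescaled. All of these are higher than the value quoted from the study above. The quoted measure counts methylated cytosine in the whole genome, and RRBS covers a CpG-rich part of it. The rescaled ratio assumes a slope of 0.5 for CpGs in CCGG or TCGA, against 0.316 fitted in Dnmt1-/-. It may therefore be too low if these CpGs are methylated like their neighbours.

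A small set of regions was more methylated in Dnmt1-/-, against the direction of most of the table. The CpGs in CCGG or TCGA cannot be the cause, since 152 tiles were higher by 25 points on the other CpGs alone. A conversion failure of the whole Dnmt1-/- library is argued against by the 20451 remaining tiles at 20% or less in Dnmt1+/+, whose median was 1.13% in Dnmt1-/-. To keep selection apart from measurement, tiles were chosen on every alternate other CpG and read on the CpGs in between. Of 20375 tiles with at least 5 CpGs in each set, 101 were chosen, and their held-out CpGs changed by a median of 36.1 points (range 5.89 to 63.9), with 101 of 101 higher. This argues against counting noise that is separate at each CpG. Of the held-out CpGs, 90.3% were higher by at least 10 points, which argues against single base variants. Neighbouring CpGs share reads, so the held-out CpGs do not test noise in the sampling of shared reads, nor copies of a few starting molecules. With 1 library per genotype, such copies cannot be told apart from a true gain. The same limit of 1 library keeps open a difference between the 2 cell lines that has nothing to do with Dnmt1.

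The rises favoured Hox genes, a list fixed before the data were examined, although the limits used here were not. Among promoters with at least 5 other CpGs and at most 25% in Dnmt1+/+, 8 of 30 Hox promoters (26.7%) were higher by at least 10 points, against 64 of 11558 others (0.554%). In 10000 random lists matched on CpG number and Dnmt1+/+ methylation, the highest count was 5. In 10000 sets of 4 runs of promoters next to each other in this list, it was 4. These runs were not matched on spacing, CpG number or methylation. They therefore cannot show whether the Hox count exceeds that of a few local domains. As a description of these libraries, the Hox promoters thus stand apart from an even spread of rises over genes. The median Hox promoter fell by 3.11 points, so the gain was not shared by the family. A gain of methylation where Polycomb marks have been lost may be one biological reading. It was not tested, as the histone data were not analysed here. The paper reports loss of a Polycomb mark from most Hox promoters, and lower DNA methylation in regions that lost it. Here 8 of 30 Hox promoters were higher by at least 10 points, so such loss alone would not explain which ones rose. The paper also could not exclude that a different anatomic origin of the Dnmt1-/- cells added to their Hox mis-expression. Such a difference in origin is another open reading of these gains and was not tested either.

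The methylation left in Dnmt1-/- was uneven between CpGs. Unaffected cells mixed into the Dnmt1-/- sample could leave residual methylation, but would put all fully methylated CpGs near 1 level. At 58370 other CpGs with only methylated calls in Dnmt1+/+ and a depth of at least 20 in each library, the Dnmt1-/- variance was 10.2 times that of counting (SD 26.9 points observed, 8.44 points from counting), with 13.7% of them at 10% or less and 42.4% at 50% or more. A mixture as the whole cause is therefore argued against; a small share of such cells stays possible.

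Part of this unevenness followed the bases around the CpG. Other CpGs at 80% or more in Dnmt1+/+ were grouped by the 2 bases on each side, both strands combined, giving 116 sequences with at least 300 CpGs. Dnmt1-/- means ran from 14.4% for AACGTT (787 CpGs) to 55.9% for CGCGTA (461 CpGs), a range of 41.4 points. The Dnmt1+/+ means of these sequences differed as well, at 92.6% for AACGTT and 97.1% for CGCGTA, with a range of 4.52 points that the choice of CpGs at 80% or more keeps small. At equal CpG density the range was still 38.0 points. Among intergenic CpGs alone it was 41.1 points over 112 sequences, so an unequal spread of sequences over genes is argued against. Chance among CpGs is argued against too, as the order was shared by 2 sets of chromosomes (Spearman's rho 0.99 across the 116 sequences, which are not replicates). Without sequences that hold another CG, the means still ran from 14.4% to 51.8%. One hypothesis is that the remaining Dnmt1 activity, or the de novo enzymes, may prefer some flanking bases; which of these applies was not tested.

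Depth per chromosome differed between the libraries. The ratio of Dnmt1-/- to Dnmt1+/+ depth was taken at each CpG, and its median was 0.75 on chromosome 13, 1.29 on chromosome 6 and 1.36 on chromosome X. The log2 ratios spanned 0.86 over 20 chromosomes without Y, while GC content predicted a span of 0.0060, which argues against it. A difference in the copy number of whole chromosomes in either line could produce this, and both parts of the most shifted chromosomes moved alike: the log2 ratios of the parts were -0.40 and -0.43 on chromosome 13, 0.34 and 0.39 on chromosome 6, and 0.47 and 0.43 on chromosome X. The largest difference between parts was 0.13, on chromosome 5. On chromosomes 5, 11 and 19 the parts differed by more than the chromosome's own small shift, so whole-chromosome copy number is not offered for those. Only CpGs with at least 10 calls in both libraries are listed, which compresses such ratios, and 1 library per line cannot separate copy number from other differences in preparation.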
